A study of Mus musculus with 2 samples. Its data were reported in "DNA methylation, through DNMT1, has an essential role in the development of gastrointestinal smooth muscle cells and disease" (2018).

How the data were processed

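MicroRNAs (miRNAs) were sequenced from the smooth muscle wall (tunica muscularis) of the jejunum of mice at postnatal day 15. Mice with a smooth-muscle-restricted deletion of *Dnmt1*, the maintenance DNA methyltransferase, formed the *Dnmt1*-KO group, and littermates carrying the same *Cre*-eGFP transgene with intact *Dnmt1* formed the *Dnmt1*-WT group. There was 1 library per genotype, so the spread between animals could not be estimated. The study's methods list males and females for both genotypes, and do not say whether their RNA was pooled. Groups were taken from the genotype given for each sample. A free-text field of the WT sample names the mutant genotype, against that sample's title and genotype, and it was not followed. Small RNA libraries do not measure the *Dnmt1* transcript, so the genotype labels were not checked in these data.

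Per the labels and the study's methods, the libraries were made with an Illumina TruSeq Small RNA kit and sequenced on an Illumina HiSeq instrument, and a commercial provider carried out alignment and annotation against mouse build GRCm38. For these steps the study refers to an earlier description. It does not itself state the aligner, the miRNA database release, the treatment of reads that match several miRNAs or the scaling. The deposited table gives each miRNA's expression in each library as read counts multiplied by a factor per library, with 1 decimal. This was worked out from the values. Among the 229 WT values from 20 to 300, 86.9% were whole multiples of a step of 1.00286, and among the 248 KO values 89.1% were whole multiples of a step of 0.99723. Other steps between 0.98 and 1.02 gave a median of 7.42% and 7.26%. The remaining values were fractional, as when a read is divided between miRNAs that it matches equally well. The ratio of the steps, 1.00564, equals the median ratio of the implied reads over the 794 entries above 0 in both libraries, which sets the median KO/WT ratio of those entries to 1. The deposited scale therefore does not equalise library totals, and a ratio depends on this choice. The table also holds 1 column with the authors' own fold change, which was not used.

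Deposited totals were 5741906 for *Dnmt1*-WT and 4754677 for *Dnmt1*-KO. Dividing by the steps gave 5725560 and 4767884 implied reads. A miRNA listed at 0 may be present at up to 3 reads, which is a share of up to 5.24e-05% of the reads in WT and 6.29e-05% in KO. The 95% interval of a KO/WT ratio was the exact (Clopper-Pearson) binomial interval of the KO share of the implied reads of both libraries, converted to a ratio on the deposited scale. Shares of a library carry Wilson intervals. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. They say nothing about animals. No p-value was computed across miRNAs. The planned Fisher exact test depended on the table holding whole reads, and it was left out because part of the values are fractional.

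The table had 1147 entries, each above 0 in at least 1 library. Of these, 1080 were mature miRNAs and 67 carried the name of a hairpin precursor. The plan had foreseen mature entries only. Hairpin entries were kept in the main counts, and the counts without them are an added alternative. An entry was counted as at least 2-fold higher or lower from the ratio of its deposited values with no pseudocount, entries listed at 0 in 1 library included. The lists of miRNAs were compared on log2((KO + 1)/(WT + 1)), which understates the change of low entries, for members with a mean of the 2 libraries of at least 10. The median of a list was placed among 10000 random lists of the same size, in which each member was replaced by 1 of the 40 non-members nearest in mean. This percentile describes these libraries and is not a p-value. It treats members as independent draws, which miRNAs cut from a shared transcript are not.

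Of the 13 lists, 12 were written before the data were examined, from general knowledge of smooth muscle, leukocyte, red cell, epithelial, neural, embryonic, let-7, miR-17-92, imprinted Dlk1-Dio3, Sfmbt2-family and X-linked germline miRNAs, plus the miRNAs that the study named as higher. The study's text and the first rows of its miRNA table, which include miR-143-3p and miR-127-3p, had been read by then. The autosomal testis list was added after X-linked germline miRNAs were seen in KO. The rule for named miRNAs was also set before the data were examined. It covers the more abundant product of each miRNA that the study named, the 5 highest and the 5 lowest ratios among entries above 0 in both libraries with a mean of at least 100, the 5 most abundant entries, and list members with a mean of at least 1000. Any other miRNA named was singled out after its values were seen.

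The scatter between the ratios of 2 arms was measured on hairpins whose 5p and 3p products both had a mean of at least 100, since both arms come from the same precursor. Their correlation was tested with 100000 permutations, 2-sided. Counting error was measured with 1000 random splits of the pooled implied reads between the libraries at equal deposited levels, and again at equal shares of the totals. In these splits, an entry listed on a fraction of a read counted as 1 read. For depth, the WT reads were downsampled to the KO total 200 times. Hairpin positions came from RefSeq genes on GRCm38.p6 and the surrounding genes from GENCODE M21, which is the same build, and 1077 of the 1080 mature entries matched a locus. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

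The code was tested on simulated data, with reads drawn at the real levels and depths and 200 miRNAs changed by known folds. Both steps were recovered to within 1e-05 in all 20 simulated pairs of libraries. The ratio intervals held the true fold in 95.3% of cases over 313 miRNAs. In the last of the 20 simulated pairs, all 111 miRNAs changed 4-fold passed the 2-fold threshold, as did 0 of 113 unchanged ones. The lists were tested apart from the reads, on independent normal log2 ratios with the same SD at all levels and fewer random lists. Of 200 such lists of 15 miRNAs with no change, 5.5% fell outside the central 95% of random lists. Of 200 lists raised by 1 log2 unit, 97% lay above the 97.5th percentile. That check does not cover members that move together or a spread that varies with abundance. Alternatives covered a minimum mean of 1, 10, 100 or 1000, pseudocounts of 0.1, 1 and 10, 3 other scalings (equal totals, equal totals without miR-143-3p, and a median ratio of 1 over entries with a mean of at least 100), 1 product per hairpin, sums over mature products, and downsampling. The messenger RNA and DNA methylation data of the study were not analysed here.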

Results

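To compare miRNA expression with and without *Dnmt1*, small RNA libraries made at postnatal day 15 from the muscle wall of the jejunum (tunica muscularis) were examined for *Dnmt1*-WT and *Dnmt1*-KO. There was 1 library per genotype, so no difference below could be set against the spread between animals, and each comparison is between 2 libraries. The deposited values summed to 5741906 in *Dnmt1*-WT and 4754677 in *Dnmt1*-KO, where 1 unit is close to 1 read. Of 1147 listed entries, 963 were above 0 in WT and 978 in KO, and 794 were above 0 in both. A single miRNA, miR-143-3p, took 30.9% of the WT library (95% Wilson interval 30.91 to 30.99%) and 25.9% of the KO library (25.89 to 25.97%). The 5 most abundant entries of each library held 53.6% of WT and 51.7% of KO.

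The scale of the values bears on every ratio. On the deposited scale, the median KO/WT ratio was 1 over the 794 entries above 0 in both libraries, 0.976 over the 313 with a mean of at least 100 and 0.913 over the 136 with a mean of at least 1000. The KO total was 0.828 times the WT total, or 0.888 times without miR-143-3p. Setting the totals equal raised every log2 ratio by 0.27. Across the 313 entries with a mean of at least 100, the log2 ratio had an SD of 0.76, and the log2 levels of both libraries correlated with a Pearson r of 0.966 across miRNAs, which are not independent replicates.

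The first question was how many miRNAs changed. On the deposited scale, 306 entries were at least 2-fold higher in *Dnmt1*-KO and 265 were at least 2-fold lower. Low counts made up most of both sets: 244 of the 306 and 211 of the 265 had a mean under 10, and 179 and 182 had no more than 3 reads in either library. The minimum mean moved these numbers most, to 20 higher and 28 lower at a mean of at least 100. Random splits of the pooled reads, which hold no difference between genotypes, gave a median of 222 higher (186 to 262) and 221 lower (183 to 256) over all entries. At a mean of at least 100 the splits gave 0 in each direction in all 1000 draws. The balance of the abundant entries depended on scaling: with equal totals, 41 were at least 2-fold higher and 15 lower.

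**Figure D1:**
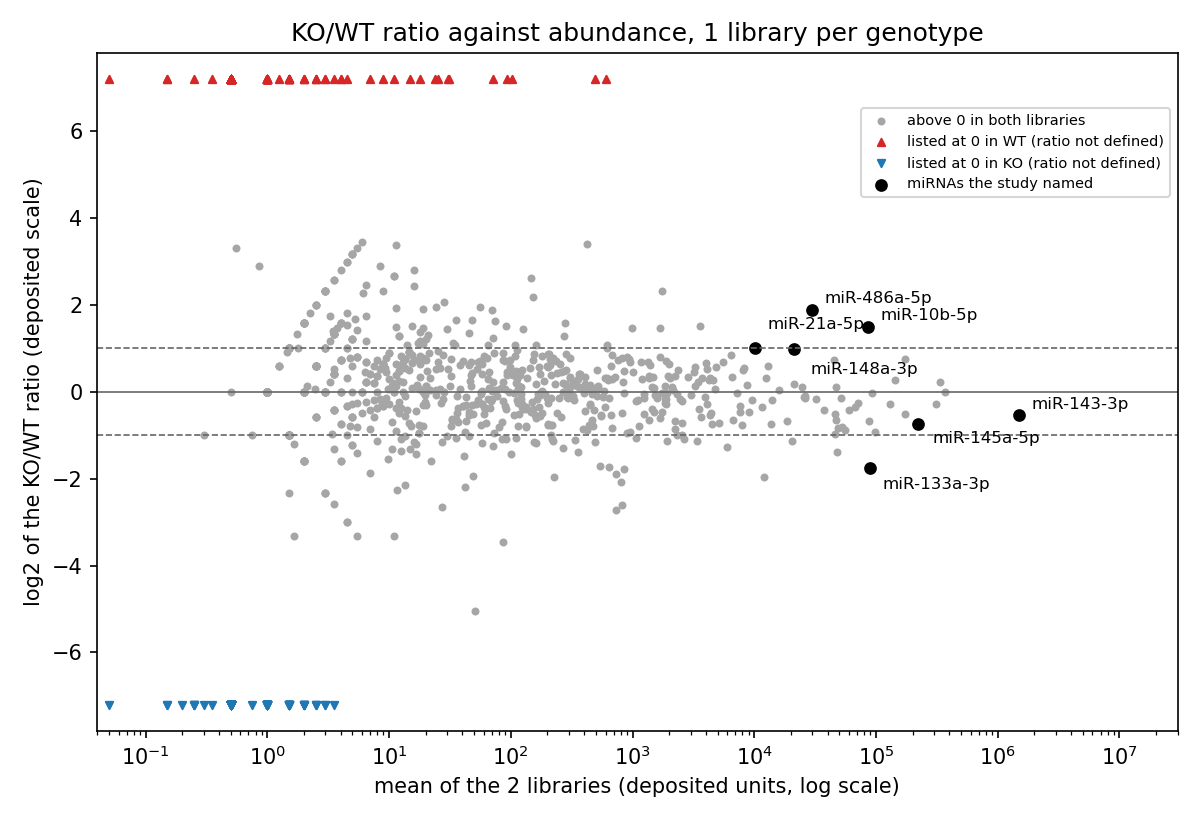
Log2 KO/WT ratio of each entry (vertical axis, deposited scale) against the mean of the 2 libraries (horizontal axis, deposited units, log scale), with dashed lines at 2-fold and triangles for entries listed at 0 in 1 library, which have no ratio. The spread is widest at low means, and the 169 entries seen only in WT all lie at low means while a few of the 184 seen only in KO reach a mean above 100.

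A related question was which miRNAs were detected in only 1 genotype. There were 184 entries above 0 only in *Dnmt1*-KO and 169 above 0 only in *Dnmt1*-WT. Of these, 128 and 113 rested on no more than 1 read. A minimum value of 3 left 33 and 26, and a minimum of 10 left 14 and 0. All 14 belonged to the X-linked germline list described below, so they do not show a gain spread over many loci. The highest value among the entries seen only in WT was 7, in contrast to 1207.6 for miR-871-3p, which was listed at 0 in WT. Against the floor of 3 reads it was at least 403-fold higher in KO, and with the counting error of both libraries the lower 95% limit of its ratio was 326. Random splits gave a median of 156 (128 to 189) for KO and 155 (119 to 183) for WT. An entry with 1 pooled read falls in only 1 library in every split, which fixes part of their sum in advance. With the WT library downsampled to the KO total, the medians were 200 (188 to 211) only in KO and 144 (132 to 155) only in WT.

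The study singled out 3 muscle miRNAs as lower in *Dnmt1*-KO, each reported here as its more abundant mature product with coordinates on GRCm38. miR-143-3p, from chromosome 18 (61649196 to 61649258, minus strand, in no other annotated gene), fell from 1777100 to 1232984, a ratio of 0.694 (95% interval 0.692 to 0.695), or a change of -30.6%. miR-145a-5p, from the neighbouring hairpin (chromosome 18, 61647825 to 61647894, minus strand, in no other gene), fell from 275275 to 164499, a ratio of 0.598 (0.594 to 0.601), or -40.2%. miR-133a-3p comes from 2 hairpins, on chromosome 18 (10782909 to 10782976, minus strand, in an intron of the host transcript *Mir133a-1hg* and antisense to an intron of *Mib1*) and chromosome 2 (180398379 to 180398482, plus strand, in no other gene). It fell from 137241 to 40502, a ratio of 0.295 (0.292 to 0.298), or -70.5%. Equal totals moved these ratios most, to 0.838, 0.722 and 0.356, and all 3 stayed below 1 under each of the 4 scalings. Summed over all mature products of miR-143, miR-145a and the miR-133 family, the changes were -31.1%, -40.8% and -70.4%. These equal the losses that the study gave.

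The 4 miRNAs that the study's results section named as higher were also higher in the values used here. miR-10b-5p (chromosome 2, 74726070 to 74726137, plus strand, in introns of *Hoxd3* and *Hoxd4*) rose from 44849 to 127180, a ratio of 2.84 (2.81 to 2.87). miR-486a-5p (chromosome 8, 23142555 to 23142682, plus strand, in an intron of *Ank1*) rose from 12592 to 46756, a ratio of 3.71 (3.64 to 3.79). Its hairpin also lies antisense to an intron of *Gm15816*. miR-21a-5p (chromosome 11, 86584067 to 86584158, minus strand, overlapping an exon of *Vmp1*) rose from 6684 to 13416, a ratio of 2.01 (1.95 to 2.07). miR-148a-3p (chromosome 6, 51269812 to 51269910, minus strand, in no other gene) rose from 14116 to 28004, a ratio of 1.98 (1.94 to 2.02). The intervals of the last 2 include 2, so the depth did not place them on a side of the 2-fold threshold. The study's discussion gives miR-186a where its results section gives miR-486a. The product miR-186-5p, looked up afterwards, went from 10272 to 9031 (ratio 0.879, interval 0.855 to 0.904), which became 1.06 with equal totals. Of the 7 miRNAs, 4 met the threshold on the deposited scale, whereas 5 met it under each of the 3 other scalings.

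**Figure D2:**
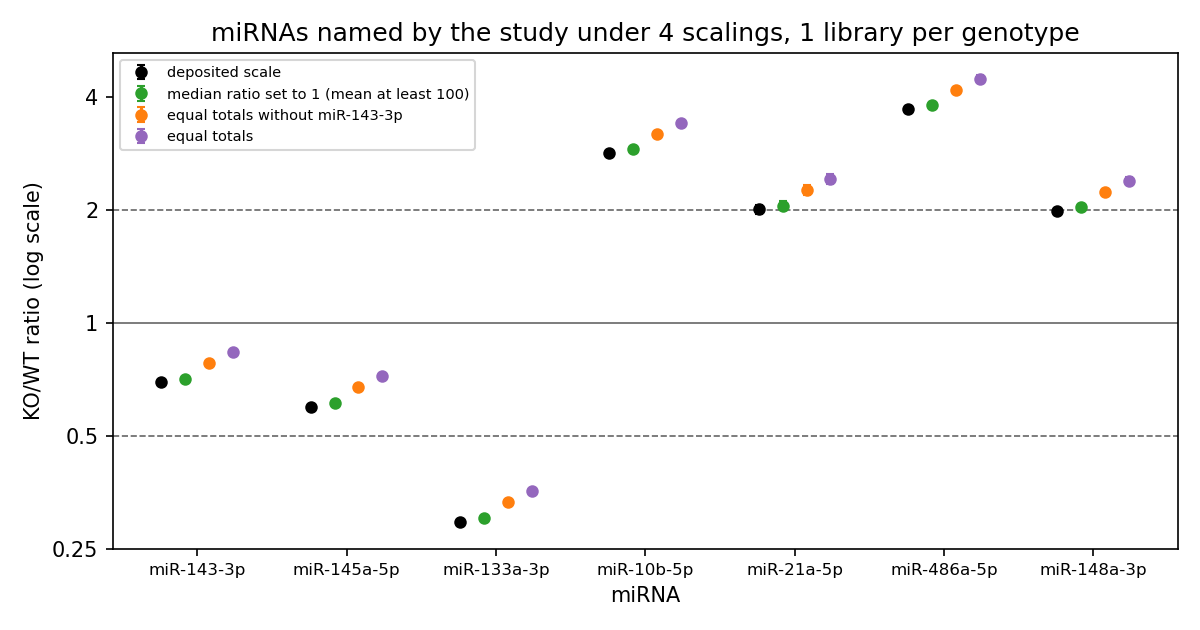
KO/WT ratio (vertical axis, log scale) of the 7 miRNAs named by the study (horizontal axis) under 4 scalings, with 95% Clopper-Pearson intervals that cover counting error only and are mostly smaller than the points. The scaling moved each ratio by more than its counting error, up to 0.838 for miR-143-3p and 4.48 for miR-486a-5p, and no miRNA crossed 1.

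The lowest ratios among entries above 0 in both libraries with a mean of at least 100 were those of the hairpin entry mir-6236 (1270 in WT, 191.5 in KO, ratio 0.151, interval 0.129 to 0.176), miR-20a-5p (1399 and 230.4, ratio 0.165, 0.143 to 0.189), miR-490-5p (1294 and 308.1, ratio 0.238, 0.210 to 0.270), miR-143-5p (19250 and 4982, ratio 0.259, 0.251 to 0.267) and miR-592-5p (362.0 and 93.7, ratio 0.259, 0.204 to 0.326). On GRCm38, mir-6236 lies on chromosome 9 (110281287 to 110281409, plus strand, in no other gene), and miR-20a on chromosome 14 (115044157 to 115044263, plus strand, in an exon of *Mir17hg*). miR-490 lies on chromosome 6 (36421742 to 36421825, plus strand) in an intron of the muscarinic receptor gene *Chrm2*, and miR-592 on the same chromosome (27936655 to 27936750, minus strand) overlapping an exon of *Grm8*.

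The highest ratios by the same rule were those of miR-122-5p (72.2 in WT, 769.8 in KO, ratio 10.7, interval 8.37 to 13.8), miR-1943-5p (41.1 and 254.3, ratio 6.19, 4.43 to 8.83), miR-142a-5p (578.6 and 2898, ratio 5.01, 4.58 to 5.49), miR-148a-5p (55.2 and 249.3, ratio 4.52, 3.36 to 6.17) and miR-486a-5p, given above. miR-122 lies on chromosome 18 (65248861 to 65248926, plus strand) in an exon of the long noncoding RNA *AC157910.3*. miR-1943 lies on chromosome 15 (79375228 to 79375300, minus strand) in an intron of *Tmem184b*, and miR-142a on chromosome 11 (87756864 to 87756927, plus strand) in an intron of *Mir142hg*.

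After miR-143-3p, the most abundant entries were miR-10a-5p, miR-26a-5p, let-7c-5p and miR-145a-5p. miR-10a-5p (chromosome 11, 96317165 to 96317274, in no other gene) had a ratio of 0.991 (0.987 to 0.996) on the deposited scale, which became 1.20 with equal totals. miR-26a-5p, from hairpins within *Ctdspl* on chromosome 9 and *Ctdsp2* on chromosome 10, had a ratio of 1.16 (1.16 to 1.17). let-7c-5p, from hairpins in *Mir99ahg* on chromosome 16 and *Lncppara* on chromosome 15, had a ratio of 0.826 (0.822 to 0.830), which became 0.998 with equal totals. The direction of miR-10a-5p thus flipped with the scaling.

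To ask whether miRNAs of particular cell types or loci moved together, the median log2 ratio of each list was placed among 10000 random lists matched on abundance. The smooth muscle list had a median of -1.07 over 9 members, at percentile 0.01, with 8 members lower and 1 higher. The exception was miR-145b, noticed afterwards, which went from 30.6 to 50.4. Of the 9 members, 7 belong to miRNAs that the study chose on these libraries, so the percentile is not independent evidence. The other 2, miR-145b and miR-1a-3p (124.4 and 58.8, also noticed afterwards), went opposite ways with a median of -0.18. Keeping 1 product per hairpin moved the median most, to -0.74 over 6 hairpins, at percentile 0.86. Among the 5 members with a mean of at least 1000, miR-143-5p and miR-145a-3p fell further than the other arm of their hairpins, to ratios of 0.259 and 0.413 (0.397 to 0.430).

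The leukocyte list had a median of 0.86 over 11 members, above all 10000 random lists, with 10 members higher. Its abundant members were miR-146a-5p (ratio 1.26, interval 1.23 to 1.29), miR-342-3p (1.20, 1.15 to 1.25), miR-146b-5p (2.85, 2.70 to 3.0) and miR-142a-5p. The red cell list had a median of 1.57 over 5 members, at percentile 99.94, with miR-486a-5p shared with the miRNAs that the study named. The list of miRNAs named by the study as higher had a median of 1.01 over 7 products, above all random lists, which is not independent evidence because the study chose them on these libraries. The epithelial list had a median of 0.49 over 17 members, at percentile 97.83, with miR-192-5p at a ratio of 1.79 (1.73 to 1.86) while miR-215-5p and miR-194-5p stood at 0.977 (0.945 to 1.01) and 0.958 (0.892 to 1.03). The neural list had a median of -0.04 over 13 members, at percentile 35.89. Its abundant members were miR-138-5p at a ratio of 0.453 (0.423 to 0.485), and miR-9-5p, miR-129-5p and miR-129-2-3p at 1.09, 1.28 and 1.26.

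Among the lists defined by locus, the imprinted Dlk1-Dio3 region of chromosome 12 (109452823 to 110281097 on GRCm38, with 61 annotated miRNA genes) had a median of 0.43 over 83 mature products, above all 10000 random lists. Of these, 67 were higher and 15 lower in *Dnmt1*-KO. The summed values rose from 222403 to 349988, of which miR-127-3p gave 127574 and 216270, a ratio of 1.70 (1.68 to 1.71). Among the other members with a mean of at least 1000, miR-541-5p had a ratio of 1.66 (1.64 to 1.68), miR-434-3p 1.52 (1.48 to 1.56) and miR-382-5p 0.639 (0.617 to 0.662). Because these miRNAs share transcripts, the members are not independent, and the percentile overstates how rare such a median is. The families of the Sfmbt2 intron had a median of -0.34 over 15 members, at percentile 1.54, and are uncertain because many copies are nearly identical.

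The let-7 list had a median of -0.13 over 18 members, at percentile 47.26, and the miR-17-92 list had a median of -0.09 over 18, at percentile 21.47. Their members went both ways. At a mean of at least 100, the miR-17-92 median was -0.61 over 10 members, at percentile 1.1, outside the central 95% of random lists. Within let-7, the ratios of members with a mean of at least 1000 ran from 0.470 (let-7d-3p) to 1.58 (miR-98-5p). Among them, let-7a-5p stood at 1.21 and let-7d-5p at 0.705. Within miR-17-92 and its paralogs, miR-93-5p stood at 0.601 (0.576 to 0.628) and miR-92a-3p at 0.929 (0.913 to 0.945). With equal totals the medians of the let-7, miR-17-92 and neural lists changed sign, to 0.14, 0.18 and 0.23. Only 1 member of the embryonic list was on the table, miR-293-5p, at 1 in WT and 0 in KO.

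The X-linked germline list, miRNAs expressed in the testis, moved furthest. Its 12 members with a mean of at least 10 were each at or under the floor of 3 reads in WT. Their median was 5.97 with a pseudocount of 1, and at least 4.36 with WT set to the floor, above all random lists. miR-470-5p was listed at 989.2 in KO, at least 330-fold higher than the floor (lower 95% limit of the ratio 267), and miR-465b-3p at 205.4, at least 68.5-fold higher (lower limit 55.0). The autosomal testis list, added later, had a median of 0.70 over 7 members, at percentile 94.48, within the central 95% of random lists, but at percentile 98.4 with a pseudocount of 10. Its abundant member miR-34c-5p rose from 903.6 to 1458 (ratio 1.61, interval 1.48 to 1.76).

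**Figure D3:**
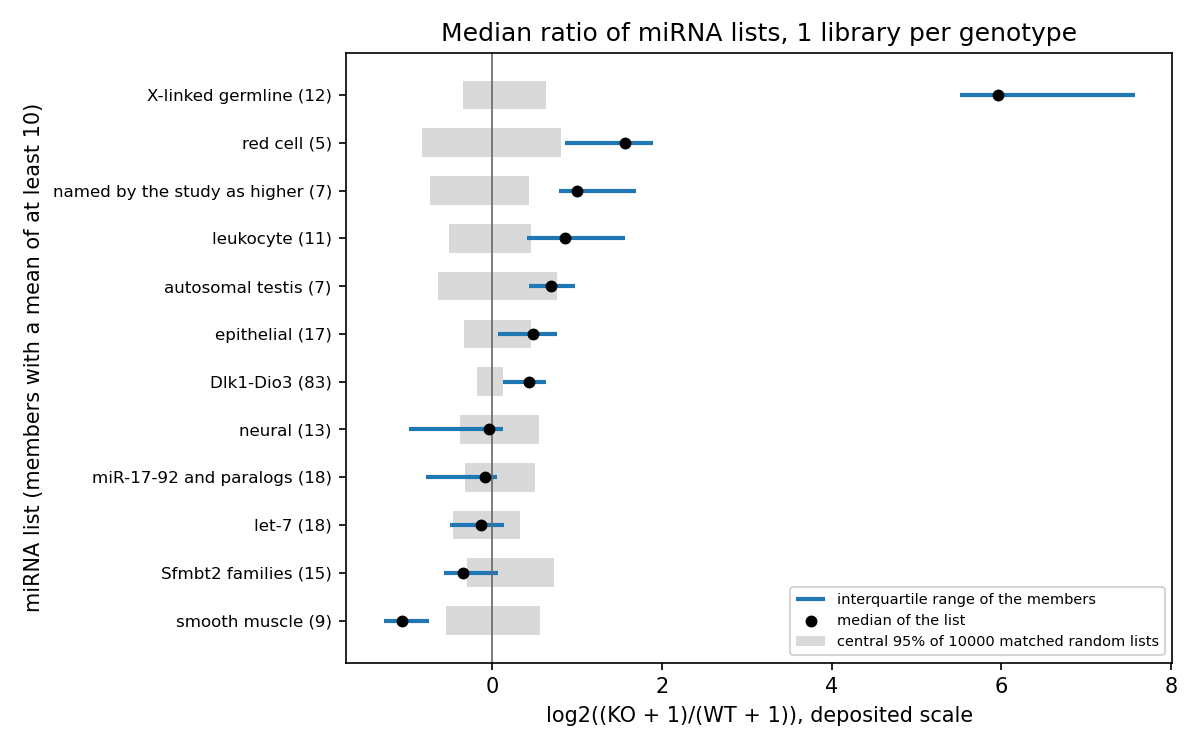
Median log2((KO + 1)/(WT + 1)) of each miRNA list (horizontal axis, black points, with the interquartile range of the members in blue and the number of members in brackets) against the central 95% of 10000 random lists matched on abundance (grey bars). The smooth muscle list lies left of its bar at -1.07, and the Dlk1-Dio3, leukocyte and X-linked germline lists lie right of theirs at 0.43, 0.86 and 5.97. The red cell, study-named and epithelial lists also lie right of theirs at 1.57, 1.01 and 0.49, and the Sfmbt2 list left of its bar at -0.34.

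Without replicates, the arms of a hairpin gave an internal measure of how far the ratios of 2 products of 1 precursor differ. Any true difference between arms is part of it, so it does not stand in for replicates. Over 62 hairpins with a mean of at least 100 for both arms, the log2 ratios of the 5p and 3p products correlated with a Pearson r of 0.459 and a Spearman rho of 0.475 (permutation p 0.00017, Benjamini-Hochberg adjusted 0.000255 over 3 thresholds). Hairpins are not independent replicates. Without the 2 hairpins farthest from the median 5p ratio, r was 0.398. Both arms moved the same way in 46 of the 62 hairpins, and 12 had arms at least 2-fold apart. The SD of the difference between arms was 0.75 log2 units, whereas counting error predicted 0.15. A minimum mean of 1000 moved it most, to 0.59 over 12 hairpins.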

Values the study reported

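The study counted 184 miRNA annotations seen only in *Dnmt1*-KO and 170 seen only in *Dnmt1*-WT tunica muscularis. It gave 289 miRNAs as upregulated and 265 as downregulated in *Dnmt1*-KO. For the muscle miRNAs, the stated losses were 31.1% for miR-143, 40.8% for miR-145 and 70.4% for miR-133. By flow cytometry, immune cells (positive for CD45) were about 5-fold more frequent in *Dnmt1*-KO tissue, while smooth muscle cells positive for eGFP and negative for CD45 were about 3-fold fewer.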

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

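The counts of mature entries alone, the counts that join a scaling with a minimum mean and the Dlk1-Dio3 list by coordinates were chosen after seeing the data, and the other alternatives before the data were examined. The counts of 2-fold differences, 306 higher and 265 lower, depended on low values. Only entries above 0 in both libraries gave 122 and 96, a mean of at least 10 gave 62 and 54, a mean of at least 100 gave 20 and 28, and a pseudocount of 10 gave 47 and 37. These alternatives test fewer entries or shrink low ones by construction. Scaling moved the counts by less than 1.5 times over all entries: equal totals gave 361 and 219, equal totals without miR-143-3p 329 and 226, and the centred median 308 and 244. A pseudocount of 1 gave 281 and 234, and mature entries alone 282 and 238. At a mean of at least 10, equal totals moved the share of higher calls from 53.4% to 78.5% (106 higher, 29 lower), while equal totals without miR-143-3p gave 84 and 33 and the centred median 64 and 50, and at a mean of at least 100 from 41.7% to 73.2% (41 and 15). Equal totals without miR-143-3p gave 64.4% (29 and 16) and the centred median 44.9% (22 and 27) there. The direction with more calls among abundant entries thus changed with the scaling.

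Of the 184 entries seen only in KO and 169 only in WT, a value of at least 3 left 33 and 26, and a value of at least 10 left 14 and 0. Downsampling the WT library changed these counts by less than 1.5 times. At this depth, a miRNA seen on 1 to 3 reads in 1 library is not distinguishable from one present in both.

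The smooth muscle, leukocyte, Dlk1-Dio3 and X-linked germline lists kept their direction and their place outside the central 95% of random lists under all 7 alternatives set beforehand, with medians from -1.08 to -0.74, 0.79 to 1.13, 0.39 to 0.70 and 2.84 to 9.95. The last range follows the pseudocount and the minimum mean, since these miRNAs were at or under the floor in WT. The Dlk1-Dio3 list by coordinates, with 85 products, also gave 0.43. With equal totals, the medians of the neural, miR-17-92 and let-7 lists changed sign, to 0.23, 0.18 and 0.14, because that scaling adds 0.27 to every log2 ratio. With that scaling their percentiles stayed inside the central 95%. The miR-17-92 list moved outside it at a mean of at least 100 (-0.61, percentile 1.1), and the autosomal testis list with a pseudocount of 10 (0.68, percentile 98.4). The epithelial list moved inside it under 3 alternatives and the Sfmbt2 list under 2. The number of study-named miRNAs past 2-fold was 4 on the deposited scale and 5 under the other scalings. All 7 of their ratios kept their direction, although 22 single ratios moved by more than their counting error. The SD of the difference between hairpin arms was 0.75 at a mean of at least 100, 0.87 at a mean of at least 10 and 0.59 at a mean of at least 1000. Counting error is larger at low means, which by construction widens the first of these alternatives.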

Other observations

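The tests of shared copies, of embryonic miRNAs and of the other X-linked miRNAs were set before their values were known, although after X-linked miRNAs had been seen in KO, and all other tests in this part were chosen after the result or some of its members had been seen. No observation here can separate genotype from animal, since each genotype had 1 library.

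Much of the difference between the libraries in the number of miRNAs lay at the level of single reads. Random splits of the pooled reads gave 88.1% of the 353 entries seen in only 1 library and 77.6% of the 571 entries at least 2-fold different, as medians of 1000 splits. An entry with 1 pooled read falls in only 1 library, and is 2-fold different, in every split. Of the entries seen in only 1 library, 128 in KO and 113 in WT rested on no more than 1 read. These shares are therefore high in part by construction. Among entries with a mean under 10, splits gave 95.4% of the 455 that were 2-fold different, and some splits gave as many. With equal shares of the totals they gave 91.6% of 440, and no split gave as many (highest 434). Counting error may thus account for much of that part, although entries with 1 pooled read are matched by construction. Whether it accounts for all of that part depends on the scaling. For entries seen in only 1 library at a value under 10, splits gave 91.7% of 339, but no split gave as many (highest 332), which leaves a small excess. Counting error gave 0% of the 48 entries with a mean of at least 100 that were 2-fold different, and 0% as a median of the 14 seen in only 1 library at a value of at least 10 (highest 1). Those differences are beyond counting error, with the animals and the library preparation still open. The 14 were all X-linked germline miRNAs, which are taken up next.

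The X-linked germline miRNAs were the sharpest difference. All but 2 of the 28 listed products of this list come from 18 hairpins within 62.4 kb of chromosome X (66776757 to 66839125 on GRCm38), where the summed value was 1 in WT and 3132 in KO. The other 2, miR-201-5p and miR-547-3p, named after their values were seen, come from hairpins 1.15 Mb away and went from 3 to 8 and from 6 to 6. Counting error is excluded, since the KO share would give 3788 reads of the list in WT, where 10 were found. Reads shared between near-identical copies are also excluded as the source, because 78.6% of the KO value lay in members without lettered copies. A change of X-linked miRNAs as a whole did not appear: the other 45 X-linked products had a median of 0.18, at percentile 82.7 of matched random lists. A different make-up of sexes was not tested by this, since it need not shift X-linked miRNAs as a whole. Activation of every class of miRNA silent in muscle is not borne out either, as the embryonic list summed to 0 in KO. Testis RNA in the KO library cannot be told apart from activation in the tissue. The autosomal testis list rose 1.45-fold in sum, with miR-34c-5p up by 554.8 while miR-449a-5p, noticed afterwards, fell from 272.8 to 161.5, and no testis profile was used to say what level to look for. A hypothesis for further work is that loss of DNMT1 may release this germline cluster in a subset of smooth muscle cells. DNA methylation at the cluster was not examined here.

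The Dlk1-Dio3 miRNAs rose together to a modest extent. Scaling of the libraries is not the cause, since the median lay at percentile 100 of random lists that share the scaling. GC content of the hairpin is not the cause either, as the list stayed at percentile 100 after its trend (0.07 log2 units per 10% GC) was removed. These miRNAs are made from the maternal copy, while methylation of a control region keeps the paternal copy silent. A candidate explanation is therefore expression from a second parental allele, which would cap the rise at 2-fold. Of 55 members with a mean of at least 100, 36 had intervals above 1, 4 had intervals below 1 and 1 had an interval above 2. Of the 28 members with a mean from 10 to 100, 2 had intervals above 2 under each of the 4 scalings. With equal totals 3 of the 55 had intervals above 2, among them miR-127-3p at 2.05 (2.03 to 2.06). These intervals cover counting error only. The ratios of the arms of a hairpin differed by more, with an SD of 0.87 log2 units against 0.39 from counting error at a mean of at least 10. The intervals therefore cannot decide whether any member exceeded the cap. For the list as a whole, a change in the cell types of the tissue cannot be told apart from expression from a second parental allele with totals per library. Delayed maturation of the smaller KO mice was not tested.

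The rise of the leukocyte list, at percentile 100, is likewise beyond scaling of the libraries. Scaling of the libraries does not account for the fall of the smooth muscle list either: its median was -0.80 with equal totals, which left the smallest fall, and 8 of its 9 members had intervals below 1 under each of the 4 scalings. GC content of the hairpin does not account for it, since the median was -1.02 after the trend was removed. Most of its members belong to miRNAs that the study had reported as lower in these libraries, so how rare such a median is was not judged. A lower share of muscle cells alone would raise the markers of all other cells alike. The leukocyte and neural medians instead differed by 0.90, at percentile 99.9 of pairs of random lists, so an added gain of leukocyte RNA or a change within the cells may contribute. All 11 leukocyte members were above the floor in WT, so the tissue holds them without the deletion. Blood in the tissue cannot be told apart from these. miR-142a-5p gained 2319 while miR-451a, abundant in red cells, gained 279.4, a quotient of 8.30. The leukocyte products miR-142a-3p and miR-223-3p gained less than miR-451a, 90.1 and 227.4, so the quotient depends on the product taken. By ratio instead of gain, the red cell list rose further than the leukocyte list, with medians of 1.57 and 0.86. No blood profile was used to say what quotient to look for. miR-486a-5p, which red cells also hold, gained 34165, but muscle makes it too. Entry of leukocytes into the muscle layer and expression within smooth muscle cells remain open in these data. The study's flow cytometry found more immune cells in the KO tissue, which goes with entry of leukocytes but does not say which cells the miRNAs came from.

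It was noticed that the less abundant arms of miR-143, miR-145a and miR-148a moved further than the abundant arms. For these 3 hairpins the ratio intervals of the arms do not overlap, so their moves are beyond counting error. Over all hairpins the pattern was not general. The less abundant arm moved further in 8 of 12 hairpins with both arms at a mean of at least 1000 and in 28 of 62 at a mean of at least 100. The SD of the log2 ratios of the less abundant arms over that of the abundant arms was 1.43 at a mean of at least 1000, against up to 1.04 from random reads around the ratio of the abundant arm, 1.09 against 1.08 at a mean of at least 100, and 1.24 against 1.24 at a mean of at least 10. Without the 3 hairpins that prompted the test, it was 1.11 against 1.05 over the 10 hairpins left at a mean of at least 1000. It was 0.945 against 1.09 over 59 and 1.19 against 1.26 over 149. Over the 59, at a mean of at least 100, 0.945 lay below the range from random reads (0.961 to 1.09). The less abundant arms there spread less than such reads gave. Whether less abundant arms spread further in general thus cannot be told apart from counting error at low counts, because the values differ between these minimum means.

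The summed value of the entries named as hairpins went from 3060 to 775.3, a ratio of 0.253. Most of it lay in mir-6236 and mir-6240, and without them it went from 639.7 to 273.7, a ratio of 0.428. Of the 67 entries, 24 were at least 2-fold higher and 27 at least 2-fold lower, while 8 of the 9 with a mean of at least 10 were lower in KO. mir-6236, mir-6240 and mir-3470b, singled out after their values were seen, had ratios of 0.151, 0.270 and 0.0915. No explanation was tested.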
